A study of Mus musculus with 8 samples. Its data were reported in "Statin-mediated reduction in mitochondrial cholesterol primes an anti-inflammatory response in macrophages by upregulating Jmjd3" (2024).

How the data were processed

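RNA sequencing counts of RAW macrophages, a mouse macrophage line transformed with a leukaemia virus, were analysed in 8 libraries of 4 groups with 2 libraries each. Ctrl cells were untreated, statin cells received a statin (lovastatin, per the study), ctl LPS cells received lipopolysaccharide (LPS) and statin LPS cells received both. Per the labels the statin was given at 7 µM together with lipoprotein-deficient serum, and LPS at 100 ng/ml for 3 h. Per the study, mevalonate was given along with the statin. It is not stated whether the cells without statin were kept in the same serum or received mevalonate, so the statin comparisons are of the whole treatment. LPS was given in medium with albumin, so comparisons with resting cells may also hold a change of medium.

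Per the labels, the authors depleted ribosomal RNA and made stranded libraries, and the processing notes name STAR (2.5.3), HTSeq (0.9.1) and DESeq2 (1.18.1) with the mouse build mm10, without stating what each did. The methods of the study name other software for the counting, and the values do not tell which was used. The strand setting of the counting is not stated. The signal used here is the deposited normalized count of each gene and library, which is the read count divided by the library's size factor. The authors also deposited, for statin against Ctrl and for statin LPS against ctl LPS, the log2 fold change per gene, with a p-value and an adjusted p-value per gene at rest and, under LPS, for the genes under their threshold of 0.05. Not every gene has all of these values. At rest, Arg1, Chil3 and Il10 have neither a fold change nor an adjusted p-value. Dll1, Fbn1 and Il12b have a fold change at rest but no adjusted p-value. The authors' values were used only for comparison with the fit made here. The table of normalized counts has 24421 entries, of which 27 carry a spreadsheet date in place of a gene symbol and cannot be named. Its 8 columns used here were matched to libraries by group and replicate number in their headings, and 12 further columns of per-sample values, which match no sample of these groups, were not used here. Headings of such columns name other runs, among them BMDM, which in the study stands for bone marrow-derived macrophages.

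The value of 1 read was found in each library as the spacing of its normalized counts, and lay between 0.781 and 1.33. Every normalized count divided by it was whole to within 0.01 reads, so the read counts of each library could be recovered. Libraries held 37.0 to 76.4 M reads over genes (M, 1e6).

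The main test was limma (3.58.1) on log2 of the normalized count plus 1, with 1 mean per group, all 8 libraries in 1 fit with 4 residual degrees of freedom, and eBayes with a trend on mean expression. Genes with a mean normalized count of at least 10 over the 8 libraries were tested, which left 11647. Tests were two-sided and p-values were adjusted by Benjamini-Hochberg (BH) within each contrast. An adjusted p under 0.05 counts as a change. The 5 contrasts were statin against Ctrl, statin LPS against ctl LPS, ctl LPS against Ctrl, statin LPS against statin, and the difference between the first 2, called the interaction. Fold changes are on the scale of log2(value + 1), which understates changes of genes with low counts. The fit was tested on simulated data with 11647 genes, of which 100 were changed 2-fold and 100 were changed 4-fold, up or down. All of them came from genes with a mean normalized count of at least 50 in Ctrl or, for the LPS comparison, in ctl LPS. A 2-fold change was called for 45% of the changed genes with the spread of the Ctrl pair put on all libraries. With the spread of the ctl LPS pair it was called for 100%, and a 4-fold change for 97% and 100%. In the data the groups vary unalike, so these shares are not those of the fit used here.

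Gene lists were taken as sets of genes known to act together: cholesterol synthesis and uptake, fatty acid synthesis, targets of the liver X receptor (LXR) and cholesterol efflux, NF-kB targets and feedback regulators, immediate early genes, proinflammatory cytokines and chemokines, interferon response, alternative activation, JmjC demethylases and PRC2, ATP synthase, mitochondrially encoded genes, respiratory complexes, glycolysis, cell cycle, ER stress, p53 and apoptosis, and markers of macrophages, osteoclasts, dendritic cells, fibroblasts and lymphocytes. They were written after the study had been read, and several members are genes that the study reports from these libraries, so the direction of those lists is not independent evidence. Each list was tested against all other genes with camera of limma at a preset correlation of 0.01 between genes and at a correlation estimated from the data, and with fry. The test with the estimated correlation rests on the 4 residual degrees of freedom of the fit and so has little power. A list that it does not call is thus not shown to be unchanged. The fry p-value tests whether the genes of a list move on balance one way and its mixed p-value whether they change in either direction, and neither compares the list with other genes. The p-values of the lists were BH adjusted within a contrast. LPS-induced genes were those with an average LPS effect over both statin states at adjusted p under 0.05 and a log2 fold change above 1, a contrast that would share no noise with the statin contrasts if all groups varied alike. Their 6 set tests were BH adjusted together.

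Named genes followed a rule. For the 2 statin comparisons it takes 14 preset genes whatever their result (among them Kdm6b, Kdm6a, Nfkbia, Tnf, Il1b, Il6, Il12b, Il10, Arg1, Chil3, Mrc1 and Cyp27a1), the 5 largest rises and 5 largest falls among genes past the threshold with an absolute log2 fold change above 1, a mean normalized count of at least 100 and groups that do not overlap, and from each list the member with the largest rise and the one with the largest fall. For the LPS responses and the interaction it takes the preset genes and the largest changes. Every ranking of the largest changes over all genes below is within the limits on size and mean count. Some genes that the rule names, and 1 further list that took part in the adjustment, are not reported here. Contrasts, filter, lists, this rule and most alternatives were chosen before the data were examined.

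The alternatives were other pseudocounts (0.5 and 5), no filter or a mean of at least 50, rescaling to equal totals, quantile normalization, fits of only a contrast's own libraries, replicate number as a block, robust eBayes, leaving out each library in turn, and the count tests edgeR (4.0.16, quasi-likelihood, TMM) and DESeq2 (1.42.0) on the recovered reads. After the data had been seen, fits without ctl LPS replicate 1 and statin replicate 2, with each LPS pair averaged to 1 library, and without the genes more than 4-fold apart in the ctl LPS pair were added. In a fit that leaves 1 library in a group, that library is assumed to vary like the other groups. Groups of 2 libraries are too small for a test of outlying libraries.

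Coordinates are of the mouse build GRCm38, the same assembly as mm10, and were matched by symbol for 11215 of the 11647 tested genes (96.3%). Scripts ran under Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3. Intervals and lower bounds cover counting error only, since reads without molecular identifiers are not independent molecules. A group with 0 reads was set to a floor of 3 reads over the group. The labels do not state that replicates were separate cultures, so every p-value measures only the spread between these libraries.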

Results

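Gene expression was measured by RNA sequencing in 8 libraries of RAW macrophages: 2 of untreated cells (Ctrl), 2 of cells kept with a statin, a drug that blocks cholesterol synthesis, 2 of cells stimulated with LPS, a bacterial surface component sensed by Toll-like receptor 4 (ctl LPS), and 2 of statin-treated cells stimulated with LPS (statin LPS). Reads over genes came to 46.5 and 37.0 M in Ctrl, 43.9 and 41.9 in statin, 76.4 and 51.1 in ctl LPS, and 58.3 and 37.9 in statin LPS (M, 1e6 reads). The values below are normalized read counts, given as the mean with the SD of 2 libraries, and fold changes are log2 with the standard error (SE) of the limma fit. The 4 groups were far apart, and the first component of the 8 libraries held 73.4% of their variance.

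The libraries of a pair did not vary alike. The robust SD of the log2 ratio between the 2 libraries of a group was 0.202 in Ctrl and 0.137 in statin, and 0.0544 in ctl LPS and 0.0659 in statin LPS, where counting alone gives 0.0421 to 0.0430. The fit shares 1 estimate of the spread over the 4 groups. Its SEs and p-values thus tend to understate the spread of the resting libraries and to overstate that of the LPS libraries. In statin replicate 2 the ribosomal RNA gene Rn45s took 1.72% of reads, against 0.0705 to 0.153% in the other 7 libraries. In ctl LPS replicate 1, transcripts were seen that were hardly present in the resting libraries. The complement genes C1qa, C1qb and C1qc, made by tissue macrophages, summed to 1634 normalized counts there and to 1.252 in ctl LPS replicate 2. They summed to 273 and 365 in the statin LPS libraries and to 0 to 5.88 in the resting ones. The collagen genes Col1a1, Col1a2 and Col3a1, typical of fibroblasts, summed to 768 and 1.252 in ctl LPS, to 301 and 380 in statin LPS and to 0 to 1.56 at rest.

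**Figure D1:**
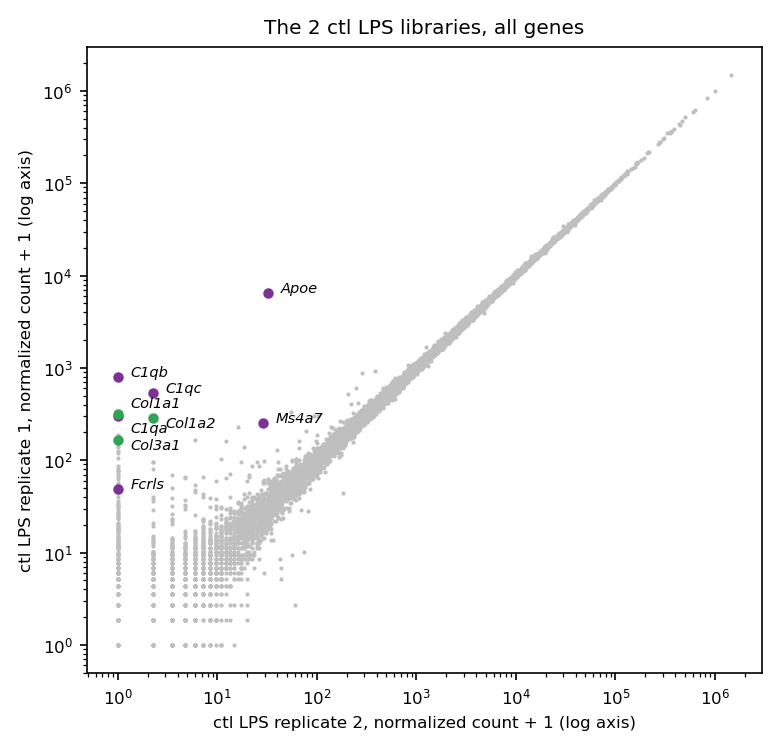
Normalized counts of all genes in ctl LPS replicate 1 against ctl LPS replicate 2 on log axes, with Apoe, C1qa, C1qb, C1qc, Ms4a7, Fcrls and 3 collagen genes marked. Of genes with at least 20 reads in the pair, 102 were over 4-fold higher in replicate 1 and 9 in replicate 2.

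The comparison of statin with Ctrl asks what the statin does to resting macrophages. Genes of cholesterol synthesis and many inflammatory genes rose with statin, and cell cycle genes and the exporter gene Abca1 fell, though as lists the cholesterol and cell cycle genes were not called with an estimated correlation (adjusted p = 0.438 for both). Kdm6b, which encodes the histone H3K27 demethylase Jmjd3 and lies on chromosome 11 from 69398508 to 69413675, rose from 509 ± 77.0 in Ctrl to 3079 ± 612 with statin (SD, n = 2), a log2 fold change of 2.59 ± 0.14 (SE, adjusted p = 7.05e-06). The cytokine genes Tnf and Il1b rose by 2.86 ± 0.12 and 2.72 ± 0.20 (adjusted p = 2.96e-06 and 2.66e-05), Tnf from 2229 ± 116 to 16291 ± 2826. Abca1, the pump that exports cholesterol from cells, fell from 488 ± 41.9 to 17.9 ± 0.0357, a log2 change of -4.69 ± 0.12 (adjusted p = 3.70e-07). In all, 3544 of 11647 genes were higher and 2998 lower with statin, 796 and 646 of them by more than 2-fold. With only the 4 resting libraries, whose pairs vary more than the LPS pairs, 2491 were higher and 1992 lower.

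Sterol genes moved together at rest. Several members of the sterol, NF-kB, cytokine and demethylase lists are genes that the study reports, so the counts of these lists are not independent of it. Of 25 tested genes of cholesterol synthesis and uptake, 23 rose and 0 fell, counts that were the same when adjusted over the list alone, with a median log2 change of 1.177. The list rose against other genes by camera with adjusted p = 2.63e-07, and adjusted p = 0.438 with an estimated correlation. Tm7sf2, a sterol reductase gene, had the largest rise of the list at 2.00 (adjusted p = 0.000441), and it shares 12.1% of its exonic length with Vps51. Of 16 fatty acid synthesis genes, 13 rose and 1 fell (2 fell when adjusted over the list alone), with a median of 0.61, camera adjusted p = 0.00242, and adjusted p = 0.438 with an estimated correlation. Lpin1, a phosphatidate phosphatase, rose most at 2.45, and Srebf1, a regulator of lipid synthesis genes, fell by 0.23 (adjusted p = 0.0187). That fall was lost without Ctrl replicate 1 (adjusted p = 0.0553) or without statin replicate 2 (0.0883). Among 15 LXR targets and efflux genes, 8 fell and 3 rose, the same numbers when adjusted over the list alone, with a median of -0.66 and no call against other genes (camera adjusted p = 0.0527). The list was called lower with pseudocount 5 (0.0497), without a filter (0.0293), at a mean count of at least 50 (0.0408) and with the contrast's own libraries (0.0429), and the alternatives reached adjusted p = 0.438 with an estimated correlation. Cyp27a1, the sterol 27-hydroxylase, fell by 0.92 ± 0.15 (adjusted p = 0.00122), and Nr1h2, which encodes LXR beta, rose by 0.54.

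Inflammatory genes also rose at rest. All 30 NF-kB targets and feedback regulators rose, 30 also when adjusted over the list alone, with a median of 1.102. This was the only list of the comparison whose camera call held with an estimated correlation (adjusted p = 1.26e-11, and adjusted p = 0.0256 with an estimated correlation). Ier3, an early response gene, rose most at 3.74 ± 0.21, and Nfkbia, which encodes the inhibitor IkB alpha, rose by 0.62 ± 0.12 (adjusted p = 0.00309). Of 26 immediate early genes 24 rose and 0 fell, also when adjusted over the list alone, with a median of 2.10 (camera adjusted p = 1.26e-10, adjusted p = 0.265 with an estimated correlation), led by the nuclear receptor gene Nr4a3 at 6.25 ± 0.34. Of 28 proinflammatory cytokines and chemokines 19 rose and 0 fell, also when adjusted over the list alone, with a median of 1.79 (camera adjusted p = 2.24e-07, adjusted p = 0.15 with an estimated correlation). The neutrophil chemokine gene Cxcl2 rose most, from 612 ± 68.0 to 20063 ± 4230 (log2 5.02 ± 0.14). Il6 differed by -0.24 ± 0.13 (adjusted p = 0.158), and without Ctrl replicate 1 by -0.37 (adjusted p = 0.0320). No read of Il10 was found at rest in either group, 1 read of Il12b was found in Ctrl and 0 in statin, Arg1 had 0 reads in all 8 libraries and Chil3 no more than 3 in a group.

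Interferon response genes were not called as a list at rest. Of 30 interferon response genes 3 were higher and 7 lower with statin (2 and 6 when adjusted over the list alone), with a median of -0.14 and camera adjusted p = 0.219. Oas1g, an antiviral synthetase gene, fell by 1.11 ± 0.26 (adjusted p = 0.00706, and 0.0628 without statin replicate 1). Ifnb1, the interferon beta gene, was called higher by 0.77 ± 0.27 (adjusted p = 0.0384) at 7.13 ± 3.16 and 12.4 ± 1.52 normalized counts. That call was lost without Ctrl replicate 2 (0.158), statin replicate 1 (0.171) or statin replicate 2 (0.0733), and in edgeR (0.298) and DESeq2 (0.184), with 0.00228 to 0.298 over the alternatives for Ifnb1 in statin against Ctrl.

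All 30 cell cycle genes fell at rest, 30 also when adjusted over the list alone, with a median of -1.61 (camera adjusted p = 2.07e-13, adjusted p = 0.438 with an estimated correlation). Ccne2, which encodes cyclin E2, fell most, from 1520 ± 66.9 to 300.2 ± 92.2. Genes of the mitochondrial ATP synthase fell by small amounts, 14 of 16 (15 when adjusted over the list alone) with a median of -0.32 (camera adjusted p = 5.28e-05, adjusted p = 0.438 with an estimated correlation), Atp5o by 0.79. Of 29 nuclear genes of respiratory complexes 21 fell (25 when adjusted over the list alone) and 0 rose, with a median of -0.36 (camera adjusted p = 5.70e-07, adjusted p = 0.438 with an estimated correlation), Cyc1 of complex III by 0.61. None of the 13 mitochondrially encoded genes was tested. Of 17 glycolysis genes 8 rose and 0 fell, also when adjusted over the list alone, with a median of 0.22 and the glucose carrier gene Slc2a1 at 1.79. Their camera call (adjusted p = 0.0477, adjusted p = 0.438 with an estimated correlation) was lost with equal totals (0.0555) and with quantile normalization (0.0832), and the lowest of the alternatives was 0.0226.

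Chromatin, stress and differentiation genes moved in both directions. Of 26 JmjC demethylase and PRC2 genes 17 rose and 5 fell, the same numbers when adjusted over the list alone, with a median of 0.35 (camera adjusted p = 0.0168, adjusted p = 0.438 with an estimated correlation). Kdm6a, the X-linked relative of Kdm6b, rose by 0.30 ± 0.06 (adjusted p = 0.00387). The authors' own table did not call Kdm6a (0.28, adjusted p = 0.0860), and the study states that statin leaves it unaltered. Ezh2, the methyltransferase that places the H3K27 mark, fell by 1.30 ± 0.16. Of 18 p53 and apoptosis genes 9 rose, among them the stress kinase gene Plk3 by 4.11, and 2 fell, among them Phlda3 by 1.11. The numbers were the same when adjusted over the list alone, the median was 0.65 and camera gave adjusted p = 0.0268, and adjusted p = 0.438 with an estimated correlation. Of 20 ER stress and amino acid response genes 10 rose and 5 fell (median 0.26, camera adjusted p = 0.256), with the cystine carrier gene Slc7a11 at 1.77 and Trib3 at -1.64. This list also kept its counts when adjusted over the list alone.

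Of 17 alternative activation genes 9 rose and 5 fell at rest, also when adjusted over the list alone (median 0.57, camera adjusted p = 0.18). Socs2, a brake on cytokine signalling, had 0 reads in Ctrl and 24 with statin, at least 8.44-fold higher. Mrc1, the mannose receptor gene, fell from 146 ± 83.6 to 35.05 ± 11.6 (log2 -1.94 ± 0.51, adjusted p = 0.0124), a call lost without Ctrl replicate 2 (0.0652) or without statin replicate 1 (0.0930). Of 18 macrophage identity genes 9 rose and 1 fell, also when adjusted over the list alone (median 0.30, camera adjusted p = 0.0413, adjusted p = 0.503 with an estimated correlation). That call was lost with quantile normalization (0.172) and without ctl LPS replicate 1 and statin replicate 2 (0.158), and the other alternatives gave 0.0166 and more. Fcgr1, a high-affinity antibody receptor gene, fell by 0.86. Mertk, a receptor for dying cells, was called higher at 2.60 ± 0.81 (adjusted p = 0.0250), a call lost without statin replicate 1 (0.116) or statin replicate 2 (0.0837). Of 10 osteoclast markers 6 rose and 3 fell (median 1.24, camera adjusted p = 0.145), with the integrin gene Itgb3 at 6.30 and Acp5, tartrate-resistant phosphatase, at -0.99. Of 10 dendritic cell markers 6 rose and 3 fell (median 0.83, mean 0.06, adjusted p = 0.256, and 0.0201 at a mean count of at least 50, with 0.0201 to 0.604 over the alternatives), with the integrin gene Itgax at 4.01. H2-Aa, an MHC class II gene, fell, with 36 reads in Ctrl and 2 with statin, a ratio of 17.1 (95% exact interval 4.39 to 146), lost without Ctrl replicate 1 (adjusted p = 0.0826) or without statin replicate 1 (0.137), with pseudocount 5 (0.0790) and in edgeR (0.0657). Both marker lists kept their counts when adjusted over the list alone. Of 6 fibroblast markers 1 rose, Pdgfrb at 2.56 (adjusted p = 0.0517 without ctl LPS replicate 1 and statin replicate 2, and 0.000363 to 0.0517 over the alternatives), also when adjusted over the list alone. The median of the 6 was 0.13, or 0.00 with the gene at 0 reads set to its bound and -0.14 with quantile normalization, and the camera direction was down (adjusted p = 0.996). Of the lymphocyte markers Lck alone was tested, and it rose by 0.61 (adjusted p = 0.0114, and 0.0851 without statin replicate 1).

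Within the limits of the rule, the largest rises at rest were of genes almost silent in Ctrl. Edn1, the endothelin precursor gene on chromosome 13 (42301476 to 42307990), had 2 reads in Ctrl and 836 with statin, a ratio of 441 with an exact 95% interval of 122 to 3648. Sphk1, a sphingosine kinase gene, had 1 read and 471, a ratio of 497 (88.8 to 19673). Pdpn, which encodes podoplanin, rose from 2.35 ± 2.22 to 347 ± 225, the phosphatase gene Dusp8 from 5.77 ± 1.54 to 633 ± 194 (log2 6.53) and Gm13889 from 4.01 ± 1.26 to 404 ± 96.4. The largest falls besides Abca1 were of Opcml, a cell adhesion gene (419 ± 328 to 4.95 ± 5.67, log2 -6.32), the nucleoside carrier gene Slc28a2 (-3.90), the cytochrome oxidase gene Cox6a2 (-3.36) and Igf1, a growth factor gene (5504 ± 1017 to 536 ± 4.09, log2 -3.35). Exons of Gm13889 overlap Gm27027 on the same strand over 20.8% of their length, and those of Ccne2 overlap Ints8 on the other strand over 17.4%, where the value is uncertain since the strand setting of the counting is not stated.

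For statin against Ctrl the count tests gave similar numbers, 3320 higher and 3339 lower in edgeR and 3191 and 2978 in DESeq2, and the authors' own table called 4752 genes, of which 4693 were called here in the same direction and 0 in the opposite one. With every library rescaled to equal totals, calls split into 2738 higher and 4035 lower (40.4% higher, against 54.2% in the fit used here). Without ctl LPS replicate 1 and statin replicate 2 the fit called 2681 higher and 2123 lower.

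The comparison of statin LPS with ctl LPS asks how the statin changes the stimulated state. Interferon response genes and the exporter genes Abca1 and Abcg1 fell with statin, while most sterol and cell cycle genes rose. With an estimated correlation the lists were not called (adjusted p = 0.786 for interferon response, 0.827 for sterol and for cell cycle genes). Mx1, an interferon-induced antiviral gene, was 33307 ± 12.9 in ctl LPS and 814 ± 84.2 in statin LPS (SD, n = 2), a log2 fold change of -5.36 ± 0.21 (SE, adjusted p = 3.07e-07). The cytokine gene Il6 on chromosome 5 (30013114 to 30019981) fell from 22185 ± 506 to 569.9 ± 43.1 (log2 -5.28 ± 0.13, adjusted p = 6.29e-08), while Csf3, a granulocyte growth factor gene, rose from 3562 ± 78.1 to 51604 ± 1557 (3.86 ± 0.26). Tnf was 439317 ± 14093 and 406363 ± 303, a difference of -0.11 ± 0.12 that did not pass (adjusted p = 0.428), but did with the contrast's own libraries (0.0179, with 0.0179 to 0.719 over the alternatives). In all, 3659 genes were higher and 3828 lower, 997 and 1309 of them by more than 2-fold. With LPS pairs averaged, which leaves fewer libraries, 1811 were higher and 1846 lower, and with only the 4 LPS libraries 4348 and 4596.

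**Figure D2:**
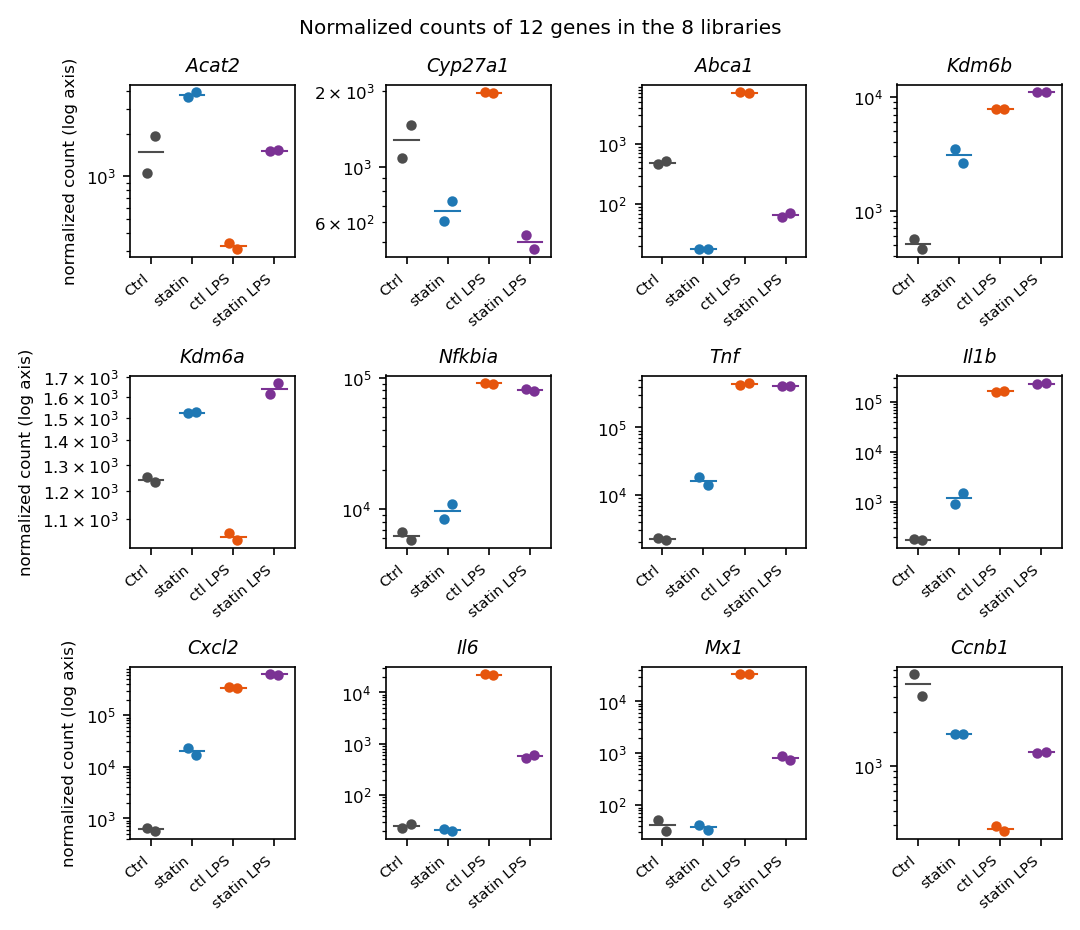
Normalized counts of 12 genes in the 4 groups on log axes, with points for the 2 libraries of a group and a line at their mean. Il6 and Mx1 stand at 569.9 and 814 in statin LPS against 22185 and 33307 in ctl LPS, while Tnf reaches 439317 and 406363.

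All 30 interferon response genes fell under LPS, 30 also when adjusted over the list alone, with a median of -2.72 (camera adjusted p = 1.28e-12, adjusted p = 0.786 with an estimated correlation). NF-kB targets and feedback regulators split, with 8 higher and 18 lower of 30, also when adjusted over the list alone (median -0.46, camera adjusted p = 0.146). Tnfaip3, which encodes the deubiquitinase A20, fell by 1.84, and Ier3 rose by 2.85. Nfkbia differed by -0.16 ± 0.12 (adjusted p = 0.286, and 0.000398 with the contrast's own libraries, with 0.000398 to 0.625 over the alternatives). Of 28 cytokines and chemokines 7 rose and 10 fell, also when adjusted over the list alone. Their median of -0.08 became 0.26 with equal totals and 0.29 with quantile normalization, and the list was not called (camera adjusted p = 0.282). With equal totals camera called both the NF-kB list (0.0254, and 0.0414 with the contrast's own libraries) and the cytokine list (0.0245) lower, where the alternatives ranged up to 0.995 and 0.827. Il1b differed by 0.51 ± 0.20 (adjusted p = 0.0536), and it passed in edgeR (0.0467), in DESeq2 (0.00512), with equal totals (0.00476) and with quantile normalization (0.00921), with 4.11e-08 to 0.333 over the alternatives. Il12b was 304 and 101 in the ctl LPS libraries and 63.0 ± 2.96 in statin LPS (-1.47 ± 0.58, adjusted p = 0.0528). It passed in edgeR (0.0188), in DESeq2 (0.00204), with pseudocount 5 (0.0217), with quantile normalization (0.0485), with the contrast's own libraries (0.00348), with the replicate block (0.0432), with robust eBayes (0.0485) and without the genes over 4-fold apart in the ctl LPS pair (0.0446). The change was -2.25 without ctl LPS replicate 2 (0.0110) and -0.68 without ctl LPS replicate 1 (0.340), with 0.00204 to 0.340 over the alternatives. The authors' own table called Il1b (adjusted p = 1.12e-75) and Il10 (0.0345) higher and Il12b (0.0457), Tnf (0.00442) and Nfkbia (6.47e-06) lower. In the fit used here Il10, an anti-inflammatory cytokine gene, was 48.0 ± 16.5 and 90.4 ± 3.61 (0.94 ± 0.46, adjusted p = 0.106). It passed in edgeR (0.0438), with pseudocount 5 (0.0268), with equal totals (0.0426), with quantile normalization (0.0383) and with the contrast's own libraries (0.00458), with 0.00458 to 0.366 over the alternatives. Of 26 immediate early genes 12 rose (14 when adjusted over the list alone) and 9 fell (median 0.61, camera adjusted p = 0.282), with the nuclear receptor gene Nr4a1 at 2.79 and the ERK phosphatase gene Dusp6 at -1.92 (adjusted p = 0.0593 with LPS pairs averaged, and 7.13e-10 to 0.0593 over the alternatives).

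Of 25 sterol genes under LPS 21 rose with statin and 1 fell, also when adjusted over the list alone, with a median of 0.85 (camera adjusted p = 0.000899, adjusted p = 0.827 with an estimated correlation). Acat2, an early enzyme of the pathway, rose most, by 2.23 (adjusted p = 5.06e-05). Of 15 LXR targets and efflux genes 10 fell and 1 rose, also when adjusted over the list alone (median -0.33, mean -1.46, camera adjusted p = 0.00782, adjusted p = 0.786 with an estimated correlation). The median was 0.01 with equal totals, and the call was lost without ctl LPS replicate 1 and statin replicate 2 (0.0643), with 0.00280 to 0.786 over the alternatives. Abcg1 and Abca1, the main cholesterol exporters of macrophages, fell from 13333 ± 107 to 113 ± 11.03 and from 7145 ± 135 to 66.1 ± 6.10, log2 changes of -6.87 and -6.74. Cyp27a1 fell by 1.98 ± 0.15 (adjusted p = 9.73e-06). The 1 that rose was Scarb1, a lipoprotein receptor gene (0.36, adjusted p = 0.00843), lost without ctl LPS replicate 1 (0.0569) or without statin LPS replicate 1 (0.0502). Apoe belongs to this list and was 6525 in ctl LPS replicate 1 and 31.3 in replicate 2. Of 16 fatty acid synthesis genes 6 rose (7 when adjusted over the list alone) and 6 fell (median 0.07, adjusted p = 0.771), Lpin1 by 1.705 and the desaturase gene Scd1 by -2.79.

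Cell cycle genes were higher with statin under LPS, 20 of 30 with 4 lower, also when adjusted over the list alone (median 0.62, camera adjusted p = 0.00146, adjusted p = 0.827 with an estimated correlation). Ccnb1, the mitotic cyclin B1 gene, rose from 281 ± 20.53 to 1318 ± 27.3, while Ccne1, the cyclin E1 gene, fell by 1.00. Of 26 JmjC demethylase and PRC2 genes 17 rose and 1 fell, also when adjusted over the list alone (median 0.28, camera adjusted p = 0.00782, adjusted p = 0.786 with an estimated correlation). Kdm3a, an H3K9 demethylase gene, rose most at 1.44, Kdm6a rose by 0.66 ± 0.06 (adjusted p = 3.16e-05), and the 1 called lower was Mina, at -0.23 (adjusted p = 0.0367). That call was lost without any 1 of the 4 libraries (0.186, 0.0843, 0.119 and 0.138), and equal totals turned it to 0.12. Kdm6b was 7896 ± 27.5 and 11016 ± 7.79, a rise of 0.48 ± 0.14 (adjusted p = 0.0143). The call was lost without any 1 of the 4 libraries and with LPS pairs averaged, while the change stayed at 0.48. Those fits leave 1 library in a group and take their spread partly from the resting pairs, which vary more. The lowest adjusted p of the alternatives was 1.095e-08, and the authors' own table called Kdm6b higher (0.50, adjusted p = 1.21e-35).

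**Figure D3:**
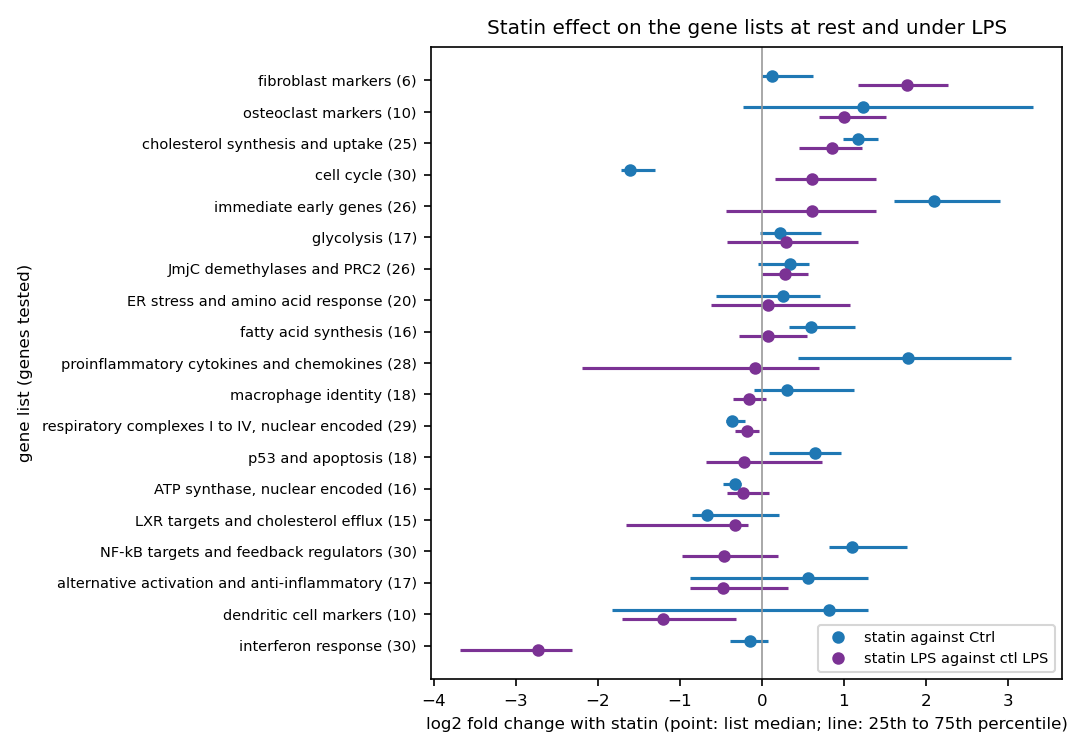
Median log2 fold change of 19 gene lists, with bars from the 25th to the 75th percentile, for statin against Ctrl (blue) and statin LPS against ctl LPS (purple). Interferon response genes lie at -0.14 and -2.72 and cell cycle genes at -1.61 and 0.62, while under LPS the medians of the LXR, cytokine, ATP synthase, respiratory complex, p53 and macrophage identity lists are above 0 with equal totals and that of the fibroblast markers is below 0 with TMM, and at rest that of the fibroblast markers is below 0 with quantile normalization.

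Metabolic lists were mixed under LPS. Of 16 ATP synthase genes 3 rose and 9 fell (median -0.22, and 0.12 with equal totals, camera adjusted p = 0.282), Atp5o by -0.50 and Atp5k by 0.41. Atp5o was -0.16 with equal totals, where its call was lost (adjusted p = 0.0963), and with LPS pairs averaged the calls of Atp5o (0.0578) and Atp5k (0.0611) were lost at the same changes of -0.50 and 0.41. The alternatives gave 5.82e-08 to 0.0963 for Atp5o and 2.82e-05 to 0.0611 for Atp5k. Of 29 respiratory complex genes 3 rose and 16 fell (median -0.18, and 0.16 with equal totals, adjusted p = 0.0937), with the cytochrome oxidase subunit gene Ndufa4 at 0.52. The respiratory complex genes were called lower with the contrast's own libraries (0.0389, with 0.0389 to 0.850 over the alternatives). Of 17 glycolysis genes 7 rose and 6 fell (median 0.30, adjusted p = 0.27, and 0.0409 with quantile normalization, with 0.0409 to 0.827 over the alternatives), with the lactate carrier gene Slc16a3 at 1.68 and the phosphofructokinase gene Pfkm at -0.95. The counts of these 3 lists were the same when adjusted over the list alone. Of 20 ER stress genes 8 rose and 8 fell (median 0.08, adjusted p = 0.436), with the chaperone gene Dnajb9 at 2.69 and Ppp1r15a, which encodes a phosphatase subunit of the stress response, at -2.10. Of 18 p53 and apoptosis genes 6 rose and 8 fell, with Plk3 at 3.53 and the death receptor gene Fas at -1.93. Their median of -0.21 was 0.13 with equal totals and 0.01 with quantile normalization, their mean was 0.06 and the list was not called (adjusted p = 0.778). Adjusted over the list alone, the counts of these last 2 lists did not change.

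Markers of cell types and of alternative activation carry a limit, since ctl LPS replicate 1 and both statin LPS libraries held collagen and complement transcripts that ctl LPS replicate 2 did not. Of 17 alternative activation genes 4 rose and 8 fell (median -0.47, adjusted p = 0.54), with the heme oxygenase gene Hmox1 at 3.12 and Socs2 at -2.99. Mrc1 was 206 and 77.6 in the ctl LPS pair and 77.5 ± 5.00 in statin LPS (-0.70 ± 0.51, adjusted p = 0.261, and 0.0468 without ctl LPS replicate 2). Of 18 macrophage identity genes 3 rose and 4 fell (median -0.15, but 0.19 with equal totals and 0.23 with quantile normalization, adjusted p = 0.542), with the LPS co-receptor gene Cd14 at 0.93 and Fcgr1 at -4.95. Of 10 osteoclast markers 8 rose and 2 fell (median 1.01, adjusted p = 0.146, and 0.0204 with the contrast's own libraries, with 0.0204 to 0.786 over the alternatives), with Itgb3 at 4.59 (adjusted p = 0.0723 with LPS pairs averaged, and 3.05e-08 to 0.0723 over the alternatives) and Tnfrsf11a, which encodes the receptor RANK, at -2.33. Of 10 dendritic cell markers 1 rose, Itgax at 1.46, and 5 fell, among them the costimulatory gene Cd86 at -3.11 (median -1.21, adjusted p = 0.225, and called lower with equal totals at 0.0204, with 0.0204 to 0.827 over the alternatives). The call of Itgax was lost without ctl LPS replicate 1 and statin replicate 2 (0.0630) and with LPS pairs averaged (0.159), at changes of 1.47 and 1.46, with 1.61e-11 to 0.159 over the alternatives. Of 6 fibroblast markers 1 fell, the fibrillin gene Fbn1 at -3.99, whose exons overlap Gm9913 on the other strand over 20.1%. The median of these 6 was 1.77 and their mean 1.02, but the median was -0.13 with TMM and -0.08 with DESeq2 size factors, and fry gave the direction down (camera adjusted p = 0.864). Without ctl LPS replicate 1 and statin replicate 2 this list was called higher (0.0369, with 0.0369 to 0.995 over the alternatives). The lymphocyte gene Lck fell by 1.95. All 5 marker and activation lists had the same counts when adjusted over the list alone.

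The 5 largest rises under LPS were of Xirp1 (7.12 ± 2.99 to 378 ± 32.6, log2 5.59), Kcnj2, a potassium channel gene (180.1 ± 21.0 to 5759 ± 471, log2 4.99), the proton channel gene Hvcn1 (4.80), Itgb3 (4.59) and Frat2, a regulator of Wnt signalling (4.51). Hvcn1 was 63.0 and 11.3 in the ctl LPS pair and shares 44.2% of its exonic length with Tctn1 on the other strand, and Frat2 was 4.20 and 1.252 in that pair. The largest falls besides Abcg1 and Abca1 were of the interferon-induced GTPase genes Gbp9 (3619 ± 15.9 to 44.1 ± 0.380, log2 -6.33) and Iigp1 (8136 ± 207 to 131 ± 14.05, log2 -5.95), and Tnfsf10, the TRAIL death ligand gene (7882 ± 27.1 to 122 ± 6.17, log2 -6.01).

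LPS-induced genes as a class were lower with statin. Of 1638 such genes, 1091 (66.6%) were lower and 173 (10.6%) higher in statin LPS, with a median of -0.96 (camera adjusted p = 4.36e-20, adjusted p = 0.000894 with an estimated correlation). At rest 848 of the same 1638 genes were higher with statin and 165 lower, with a median of 0.42 (adjusted p = 1.26e-10, adjusted p = 0.00183 with an estimated correlation). Of 1449 LPS-repressed genes 862 were higher and 124 lower in statin LPS (median 0.66), and 743 were lower and 190 higher with statin at rest (median -0.48). With equal totals 1045 genes counted as LPS-induced, of which 613 were lower and 156 higher in statin LPS.

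For statin LPS against ctl LPS edgeR called 3787 higher and 3688 lower and DESeq2 3486 and 3518, and the authors' table called 7845 genes, of which 7010 were called here in the same direction and 0 in the opposite one. With equal totals the median of all genes moved to 0.33 and calls split into 6159 higher and 2065 lower (74.9% higher, against 48.9%). Without ctl LPS replicate 1 and statin replicate 2 the fit called 2867 higher and 2931 lower.

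**Figure D4:**
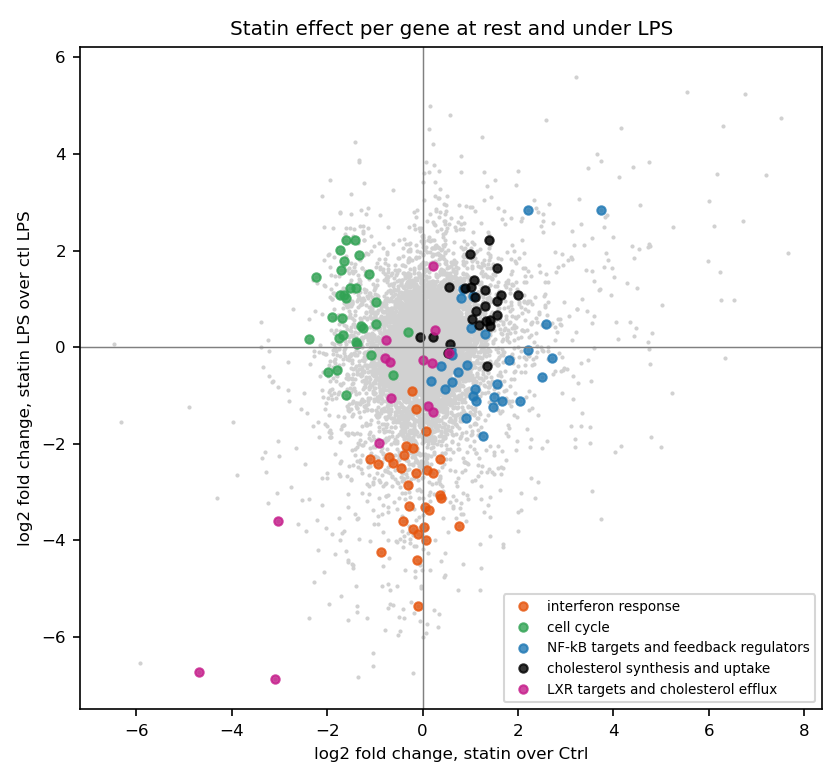
Log2 fold change of each tested gene for statin against Ctrl (x axis) and for statin LPS against ctl LPS (y axis), with 5 gene lists coloured. The correlation across the 11647 genes is 0.205.

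The comparison of ctl LPS with Ctrl shows the response of cells without statin to LPS. Cytokine genes, interferon response genes and NF-kB targets rose and cell cycle genes fell. As lists only the NF-kB targets were called with an estimated correlation (adjusted p = 0.0297, against 0.0562 for cytokines and 0.511 for interferon response and cell cycle genes). Ifnb1 on chromosome 4 (88522025 to 88522774) rose from 7.13 ± 3.16 to 9521 ± 170.0 (SD, n = 2), a log2 fold change of 10.25 ± 0.27 (SE, adjusted p = 6.31e-09), and Il6 and Il1b rose by 9.74 ± 0.13 and 9.83 ± 0.20. Kdm6b rose by 3.96 ± 0.14 and Nfkbia by 3.85 ± 0.12. Genes higher numbered 4648 and genes lower 4384, 2269 and 2023 of them by more than 2-fold.

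All 28 cytokines and chemokines rose with LPS (median 9.08, camera adjusted p = 4.27e-12, adjusted p = 0.0562 with an estimated correlation), as did all 30 interferon response genes (7.14, adjusted p = 2.86e-12, adjusted p = 0.511 with an estimated correlation). Of 30 NF-kB targets 29 rose and 1 fell (4.04, adjusted p = 4.34e-11, adjusted p = 0.0297 with an estimated correlation), and of 26 immediate early genes 22 rose and 2 fell (2.76, adjusted p = 5.17e-05, adjusted p = 0.511 with an estimated correlation). Of 30 cell cycle genes 29 fell and 0 rose (-3.16, adjusted p = 4.34e-11, adjusted p = 0.511 with an estimated correlation). Dendritic cell markers rose in 8 of 10 and fell in 1 (2.56, adjusted p = 0.0352, adjusted p = 0.511 with an estimated correlation). Adjusted over the list alone, the counts of these 6 lists were the same. The other lists reported here were not called by camera, but several were under alternatives. With equal totals ATP synthase (0.0158) and respiratory complex genes (0.00333) were called lower and alternative activation (0.00395), ER stress (0.0306), p53 (0.000796), macrophage identity (0.00786), osteoclast (0.0149) and fibroblast genes (0.0111) higher. Quantile normalization called ATP synthase (0.000827) and respiratory complex genes (0.000143) lower and p53 genes higher (0.0433). Without a filter the respiratory complex (0.0404) and macrophage identity genes (0.0273) were called, and the latter also with pseudocount 5 (0.0498), with the replicate block (0.0499) and without ctl LPS replicate 1 and statin replicate 2 (0.0455). The highest adjusted p over the alternatives was 0.631 to 0.990 for these 8 lists. Of the fibroblast markers, 3 of 6 were called higher (1 when adjusted over the list alone), where ctl LPS replicate 1 held 768 collagen counts and replicate 2 held 1.252.

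Besides Ifnb1, the largest rises were of Slfn1 (9.97), the Notch ligand gene Dll1 (9.96), Cxcl11, a chemokine gene (9.93), and Rsad2, which encodes the antiviral enzyme viperin and reached 1006984 ± 9.43 (9.91). The largest falls were of the T cell costimulatory gene Cd28 (-7.25), C130050O18Rik (-6.96), the prostaglandin-degrading enzyme gene Hpgd (-6.89), Ranbp3l (-6.72) and the chemokine receptor gene Cxcr4 (-6.64). Dll1 shares 20.55% of its exonic length with an RNA gene on the other strand. Il10 went from 0 reads to 100, at least 38.6-fold higher, and Il12b from 1 read to 443, a ratio of 512 (95% exact interval 91.5 to 20288), with 304 and 101 normalized counts in the pair. Tnf rose by 7.62 and Cyp27a1 by 0.65, while Kdm6a fell by 0.25 and Mrc1 differed by -0.08 (adjusted p = 0.9004). With equal totals Cyp27a1 was -0.17, and with LPS pairs averaged the calls of Cyp27a1 (0.0591) and Kdm6a (0.0815) were lost at the same changes of 0.65 and -0.25, where the alternatives gave 0.000162 to 0.309 and 4.09e-07 to 0.0815. Against Ctrl the median of all genes moved to -0.79 with equal totals, where calls split into 2114 higher and 7993 lower (20.9% higher, against 51.5%), and to -0.14 with quantile normalization.

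The comparison of statin LPS with statin shows the response of statin-treated cells. Il6 rose from 21.1 ± 1.87 to 569.9 ± 43.1 (SD, n = 2), by 4.69 ± 0.13 (SE, adjusted p = 5.51e-08), Tnf by 4.65 ± 0.12, Il1b by 7.62 ± 0.20 and Kdm6b by 1.85 ± 0.14. The largest rises were of the cytokine and chemokine genes Csf3 (9.88), Il1a (9.30), Ccl22 (8.34) and Lif (8.16) and of Lcn2, an iron-binding defence gene (8.07). The largest falls were of Hpgd (-6.87), C130050O18Rik (-4.71), Kbtbd11 (-4.66), Ranbp3l (-4.12) and the retinoic acid receptor gene Rarb (-3.82), which shares 34.1% of its exonic length with Top2b on the other strand. Genes higher numbered 3401 and genes lower 3383, 986 and 851 of them by more than 2-fold.

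In statin-treated cells all 28 cytokines (median 5.71, camera adjusted p = 1.88e-17, adjusted p = 0.0278 with an estimated correlation) and all 30 interferon response genes rose with LPS (4.39, adjusted p = 1.88e-17, adjusted p = 0.575 with an estimated correlation). The median of the cytokines was 5.50 with the member at 0 reads set to its bound. Of 30 NF-kB targets 29 rose and 0 fell (2.49, adjusted p = 5.28e-16, adjusted p = 0.0138 with an estimated correlation), and of 26 immediate early genes 16 rose and 5 fell (17 and 6 when adjusted over the list alone, median 0.89, adjusted p = 0.00477). Cell cycle genes fell in 25 of 30 (-0.86, adjusted p = 9.25e-08), cholesterol genes in 17 of 25 with 2 higher (-0.70, adjusted p = 0.00242) and fatty acid synthesis genes in 11 of 16 (-0.50, adjusted p = 0.00242). ER stress genes rose in 15 of 20 and fell in 2 (3 when adjusted over the list alone, median 0.99, adjusted p = 0.00258), and dendritic cell markers rose in 6 of 10 (1.41, adjusted p = 0.00905). The calls of these last 6 lists were lost, with adjusted p = 0.63 for the cholesterol genes and adjusted p = 0.575 for the other 5 with an estimated correlation. Where not stated otherwise, the counts were the same when adjusted over the list alone. Il10 went from 0 reads to 171, at least 65.3-fold higher, and Il12b from 0 to 119, at least 45.5-fold higher. Nfkbia rose by 3.07, while Kdm6a (0.11, adjusted p = 0.170) and Mrc1 (1.16, adjusted p = 0.0844) did not pass, and Kdm6a was called lower with equal totals (-0.26). Mrc1 passed in DESeq2 (0.0398) and with the contrast's own libraries (0.0104), with 0.0104 to 0.332 over the alternatives. Cyp27a1 was called lower by 0.41 (adjusted p = 0.0455), a call lost without statin replicate 2 (0.251), statin LPS replicate 1 (0.0731) or statin LPS replicate 2 (0.225). With equal totals the median of all genes moved to -0.38 in statin LPS against statin and calls split into 1556 higher and 6691 lower (18.9% higher, against 50.1%).

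**Figure D5:**
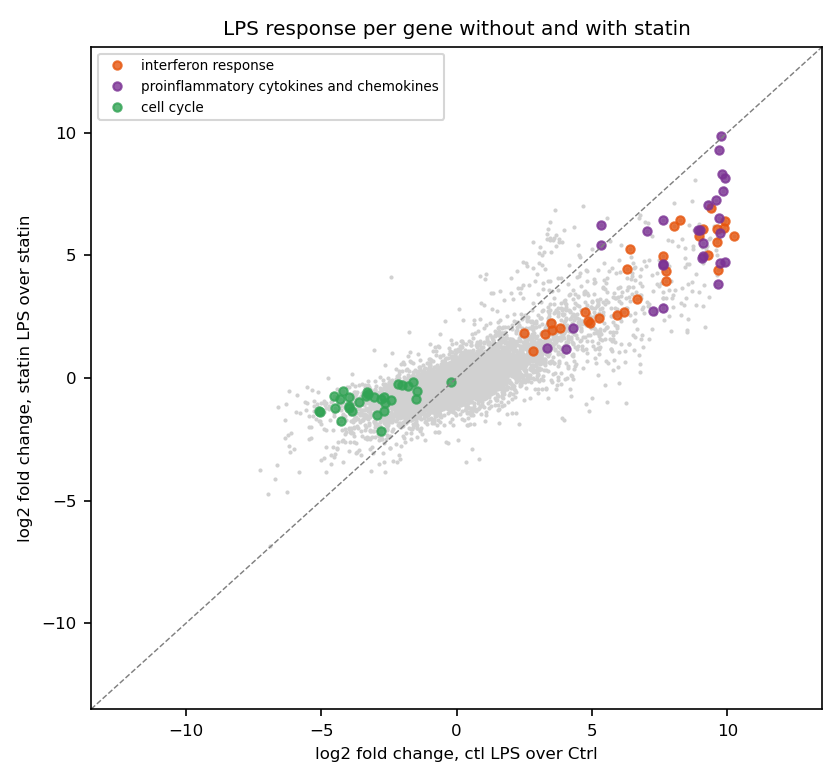
Log2 fold change with LPS of each tested gene in cells without statin (x axis) and with statin (y axis), with interferon response, cytokine and cell cycle genes coloured and a dashed line where both are equal. The list medians are 7.14 and 4.39, 9.08 and 5.71, and -3.16 and -0.86.

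The interaction asks whether the statin effect differs between resting and stimulated cells, and it was tested directly. The statin effect was higher under LPS than at rest for 2973 genes and lower for 3507, 1085 and 1638 of them by more than 2-fold. Tnf, raised by statin at rest, had a difference of -2.97 ± 0.17 (SE, adjusted p = 3.21e-06), Kdm6b of -2.11 ± 0.19 (adjusted p = 3.85e-05), Il6 of -5.05 ± 0.19 (adjusted p = 9.77e-07) and Il1b of -2.21 ± 0.28 (adjusted p = 0.000271). All 30 interferon response genes had a lower statin effect under LPS (median -2.75, camera adjusted p = 3.38e-11, adjusted p = 0.617 with an estimated correlation), and 29 of 30 cell cycle genes a higher one (2.41, adjusted p = 1.97e-12, adjusted p = 0.617 with an estimated correlation). The statin effect was lower under LPS for 24 of 28 cytokines (-2.88, adjusted p = 1.73e-08, adjusted p = 0.112 with an estimated correlation), 26 of 30 NF-kB targets (-1.65, adjusted p = 1.07e-07, adjusted p = 0.0625 with an estimated correlation) and 22 of 26 immediate early genes (-1.83, adjusted p = 1.15e-05, adjusted p = 0.617 with an estimated correlation). It was also lower for 9 of 18 macrophage identity genes (-0.45, adjusted p = 0.0198, adjusted p = 0.684 with an estimated correlation), where the median was 0.01 with equal totals and 0.15 with quantile normalization. No member of these 6 lists went the other way, and adjusted over the list alone the counts were the same but for 2 NF-kB targets with a higher effect.

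The largest positive differences were of the cell division genes Fam83d (5.65), Esco2 (5.40), Fbxo5 (5.24), Ccnf (5.21) and Pif1 (5.15), with Fam83d at 12.6 and 2.504 in the ctl LPS pair. Among genes with a mean normalized count of at least 100, the largest negative differences were of Tmcc3 (-7.31), Pdcd1, the PD-1 checkpoint gene with 0 reads in Ctrl (-7.08), the matrix gene Tnc (-6.65), Gm13889 (-6.56) and the ATP receptor gene P2rx5 (-6.20). Cyp27a1 (-1.06), Nfkbia (-0.78) and Kdm6a (0.36) passed, and Il10 (0.94, adjusted p = 0.251), Il12b (-1.05, adjusted p = 0.303) and Mrc1 (1.23, adjusted p = 0.181, and 0.0422 without ctl LPS replicate 1) did not. Without ctl LPS replicate 1 and statin replicate 2 the calls of Cyp27a1 (0.0540) and Kdm6a (0.0633) were lost, and with LPS pairs averaged those of Cyp27a1 (0.0703), Kdm6a (0.125) and Nfkbia (0.0999). The differences were -0.92 for Cyp27a1 and 0.38 for Kdm6a in the first of these fits, and in the second those of all 3 stayed at -1.06, 0.36 and -0.78. The alternatives gave 3.33e-05 to 0.0703 for Cyp27a1 and 7.39e-05 to 0.125 for Kdm6a. Across the 11647 genes, which are not independent replicates, the statin effects at rest and under LPS correlated at Pearson 0.205 and Spearman 0.175. Genes higher in both numbered 1527, where independent lists give 1113.4, genes lower in both 1210 against 985 and genes higher at rest and lower under LPS 971 against 1165. In the interaction the median of all genes moved to 0.42 with equal totals and calls split into 5935 higher and 1892 lower (75.8% higher, against 45.9%), where the difference of Nfkbia was lost (adjusted p = 0.131, with 5.38e-05 to 0.218 over the alternatives).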

Values the study reported

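The study treated cells with lovastatin at 7 µM together with 200 µM mevalonate for 2 days, and states that statin treatment lowers cellular cholesterol by about 30%.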

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

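The 4 tests of the interferon pattern and the test of RNA of other cells in the statin LPS libraries for the cell cycle pattern were chosen after the result was seen. The results below are here because the statin effect differed between resting and LPS-stimulated cells by a direct test of the difference. The difference was positive for 2973 genes and negative for 3507, and its median was -1.65 for NF-kB targets, -1.83 for immediate early genes, -2.88 for cytokines and chemokines, -2.75 for interferon response genes, 2.41 for cell cycle genes and -0.45 for macrophage identity genes, where it was 0.01 with equal totals and 0.15 with quantile normalization. With an estimated correlation none of these 6 lists was called, with adjusted p = 0.0625 for NF-kB targets, 0.112 for cytokines, 0.617 for immediate early, interferon and cell cycle genes, and 0.684 for macrophage identity genes. With 1 library left out in turn, positive differences numbered 2414 to 3387 and negative ones 2920 to 3881.

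Of 103 named genes with this test 81 passed, where 55.6% of all tested genes did. The rule takes genes partly for large changes in these data, so a high share was built in. Among inflammatory genes the difference was negative for Tnf (-2.97), Il1b (-2.21), Il1a (-0.39), Il6 (-5.05), Cxcl2 (-4.15), Cxcl11 (-5.21), Ccl22 (-1.45), Lif (-1.74), Tnfaip3 (-3.11), Nfkbia (-0.78) and Ier3 (-0.89). The call of Nfkbia was lost with equal totals (-0.32, adjusted p = 0.131) and with quantile normalization (-0.31, 0.218). Interferon-related genes also had a lower statin effect under LPS, namely Ifnb1 (-4.47), Mx1 (-5.26), Rsad2 (-3.52), Oas1g (-1.22), Gbp9 (-5.30), Iigp1 (-5.45), Slfn1 (-5.33) and Tnfsf10 (-6.02). So did the early response and signalling genes Nr4a3 (-5.27), Dusp6 (-2.15), Dusp8 (-5.55), Socs2 (-6.54), Edn1 (-5.72), Sphk1 (-3.64) and Dll1 (-5.28), and the stress genes Ppp1r15a (-3.17) and Fas (-2.34).

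Lipid genes with a lower statin effect under LPS were Abca1 (-2.05), Abcg1 (-3.77), Cyp27a1 (-1.06), Nr1h2 (-0.66), Scd1 (-3.48) and Lpin1 (-0.75). Receptors and markers with a negative difference were Fcgr1 (-4.08), Mertk (-4.54), Cd86 (-4.53), Itgax (-2.56), Tnfrsf11a (-1.99), Fbn1 (-3.27), Lck (-2.57), Pdpn (-4.10), Pdcd1 (-7.08), Tnc (-6.65) and P2rx5 (-6.20). The remaining negative differences were of the demethylase gene Kdm6b (-2.11), the metabolic genes Slc2a1 (-0.46) and Pfkm (-0.80), and Tmcc3 (-7.31) and Gm13889 (-6.56). The call of Cyp27a1 was lost without ctl LPS replicate 1 and statin replicate 2 (adjusted p = 0.0540) and with LPS pairs averaged (0.0703), at differences of -0.92 and -1.06.

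Positive differences were found for the division genes Ccnb1 (3.64), Ccne1 (0.62), Ccne2 (2.53), Ccnf (5.21), Esco2 (5.40), Fam83d (5.65), Fbxo5 (5.24) and Pif1 (5.15), and for the chromatin genes Ezh2 (1.48), Kdm3a (0.93) and Kdm6a (0.36). Metabolic and stress genes with a positive difference were Atp5k (0.72), Cyc1 (0.47), Ndufa4 (0.58), Slc16a3 (0.64), Dnajb9 (1.89), Hmox1 (1.68) and Phlda3 (1.86). Channels, carriers and receptors were Kcnj2 (4.83), Hvcn1 (4.22), Slc28a2 (1.246), Cd28 (3.51), Cxcr4 (3.10) and Rarb (2.01), and the others were Igf1 (2.93), Opcml (4.77), Xirp1 (2.37), Frat2 (4.38), C130050O18Rik (2.25), Ranbp3l (2.60) and Kbtbd11 (1.60). The call of Kdm6a was lost in the same 2 fits (adjusted p = 0.0633 and 0.125), while the difference stayed at 0.38 and 0.36.

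The interferon response genes were lower in statin LPS than in ctl LPS, and 4 explanations were tested. Normalization is argued against, since the highest of the list's medians over 4 other scalings was -2.14, and so is RNA of other cells in ctl LPS replicate 1, since the median without that library was -2.72. RNA of that kind in the statin LPS libraries is argued against too, since ctl LPS replicate 1 held more of it than they did and replicate 2 next to none, while the list's median log2 ratio between these 2 was -0.000404. A weaker response of LPS-induced genes in general in the statin LPS libraries cannot be told apart. Of 1608 LPS-induced genes outside the list 1061 were lower there and 173 higher, with a median of -0.94, so the response was not weaker for every gene. The share higher was 10.8% (95% exact interval 9.29 to 12.4), an interval that treats genes as independent and spans the bound of 10%, while other scalings gave 11.01 to 18.0%. An action of statin on interferon signalling and a difference in serum between the groups may each underlie the pattern and were not tested.

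The cell cycle genes were lower with statin at rest and higher with statin under LPS. Normalization is argued against, as the lowest median under LPS over 4 other scalings was 0.563, with medians at rest from -1.78 to -1.65. So are gene length (median 0.680 under LPS after the trend on exonic length was taken out) and RNA of other cells in ctl LPS replicate 1 (0.643 without it). RNA of that kind in the statin LPS libraries is argued against by the ctl LPS pair, where the list's median log2 ratio of replicate 1, which held more of it, to replicate 2 was 0.0221. An effect of statin on proliferation that depends on LPS and a difference in serum or in cell density between the groups stay open and were not tested. A weaker response of LPS-repressed genes in general was not tested for this list either and cannot be told apart. Cell cycle genes fell with LPS in cells without statin. Of 1449 LPS-repressed genes, 862 were higher and 124 lower in statin LPS (median 0.66). With statin at rest, 743 of them were lower and 190 higher (median -0.48).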

How the results depend on the processing

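Of the alternatives, fits without ctl LPS replicate 1 and statin replicate 2, with averaged LPS pairs and without genes over 4-fold apart in the ctl LPS pair were chosen after the data were seen. Over all alternatives the values of named genes kept direction and side of the threshold 2805 times, crossed it upward 28 times and downward 76 times, and reversed 3 times. Gene list tests did so 873, 64, 40 and 3 times. Depth limits genes with 0 reads in a group to a lower bound, such as Socs2 at rest (8.44-fold), while the spread of the resting pairs limits statin against Ctrl. On simulated data that gave every library the spread of the Ctrl pair, 45% of 2-fold changes were recovered.

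Requiring a log2 fold change above 1 as well gave, higher and lower, 796 and 646 genes for statin against Ctrl, 997 and 1309 for statin LPS against ctl LPS, 2269 and 2023 for ctl LPS against Ctrl, 986 and 851 for statin LPS against statin, and 1085 and 1638 for the interaction, fewer by construction. In fits of only a contrast's own libraries statin against Ctrl had 1992 lower. Averaging the LPS pairs, which leaves fewer libraries, gave 1969 lower in statin against Ctrl, 1811 higher and 1846 lower in statin LPS against ctl LPS, 1738 and 1717 in statin LPS against statin and 1451 and 1871 in the interaction. Without the 2 libraries named above statin LPS against statin had 2261 and 2187.

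Rescaling to equal totals moved the split to 6159 higher and 2065 lower in statin LPS against ctl LPS, 2114 and 7993 in ctl LPS against Ctrl, 1556 and 6691 in statin LPS against statin and 5935 and 1892 in the interaction, where the shift of all genes shows the cause. It left 613 LPS-induced genes lower in statin LPS, of 1045, and 61 list tests past the threshold against 38 in the fit used here. With the estimated correlation between genes 4 list tests passed. The correlation of the statin effects, 0.205, was 0.168 for genes with a mean of at least 50 and 0.236 with quantile normalization, and the cause was not tested.

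With equal totals the change reversed for Mina in statin LPS against ctl LPS (0.12), Cyp27a1 in ctl LPS against Ctrl (-0.17), and Kdm6a in statin LPS against statin (-0.26). The median of all genes in these contrasts then stood at 0.33, -0.79 and -0.38. Rescaling moves all genes of a library alike, so these reversals go with the shift of all genes and are not particular to these genes. The respiratory complexes list in statin LPS against statin turned lower at adjusted p = 0.0250 with equal totals and 0.0446 with quantile normalization (signed -0.0250 and -0.0446), within 0.0250 to 0.990 over its alternatives. The fibroblast list turned higher in the interaction without the 2 libraries named above (adjusted p = 0.0388, within 0.0388 to 0.963), and for each of these reversals the cause was not tested.

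Without 1 library in turn, genes higher and lower numbered 2964 to 3718 and 2280 to 3325 in statin against Ctrl, 2909 to 3033 and 3063 to 3133 in statin LPS against ctl LPS, 4189 to 4694 and 3868 to 4376 in ctl LPS against Ctrl, and 2479 to 3206 and 2481 to 2934 in statin LPS against statin. LPS-induced genes lower in statin LPS numbered 990 to 1127, and the correlation was 0.166 to 0.235. Replicate number as a replicate block gave 3491 higher and 2956 lower in statin against Ctrl, and correlations of the replicate differences between groups were -0.0513 to 0.0959, so the numbers do not pair the libraries.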

Other observations

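The depth and fibroblast tests below were chosen after the result was seen, and the other tests before it.

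Several genes with large changes at rest were also read under LPS, after their change at rest had been seen. Sphk1, with 471 reads in statin and 440 in statin LPS, differed between them by 0.22 ± 0.44 on the log2 scale (adjusted p = 0.683), while it had 1 read in Ctrl and 36 in ctl LPS. Edn1 was higher in statin LPS than in ctl LPS, at 2077 ± 18.1 against 538 ± 8.67 (log2 1.95 ± 0.50, adjusted p = 0.00914). Cxcl2 stood at 616740 ± 3696 in statin LPS and 338047 ± 11979 in ctl LPS, a rise of 0.87 ± 0.14 (adjusted p = 0.000738). Igf1 fell with statin at rest (log2 -3.35) and with LPS in cells without statin (log2 -3.75).

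Genes that statin moved at rest overlapped with those that LPS moves the same way. Genes higher with statin at rest included 848 LPS-induced genes, where independent lists give 498 (a ratio of 1.701), and genes lower included 743 LPS-repressed genes against 373. In the opposite direction, 165 genes lower with statin at rest were LPS-induced where independent lists give 421.6, and 190 higher ones were LPS-repressed against 440.9. Across genes the statin effect at rest correlated with the average LPS effect at Pearson 0.382, with a covariance of 0.427 where replicate noise alone gives 0.00513. A hypothesis from this ratio of 1.701 is that statin at rest may raise part of the LPS program, and a difference in serum stays open.

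Of the 35 splits of the 8 libraries into 4 and 4, 1 called at least as many genes as the split by LPS, which is that split itself with 5083 genes. The highest of the others called 594 genes, the split by statin. The split by LPS thus stood first, but 35 splits allow no share below 1 in 35. The test does not separate LPS from a change of medium that goes with it.

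Reads of other cells were sought in ctl LPS replicate 1, where Apoe, C1qb and C1qc had been noticed. Of 32 other marker genes of primary macrophages with enough reads, 13 were over 2-fold higher there than in replicate 2, 0 over 2-fold lower and 19 neither. Of 9 fibroblast genes 8 were over 2-fold higher. Among these 8 was Pdgfrb, which also stood at 436 and 596 in the statin libraries, so it is not particular to fibroblasts here. Depth is argued against, since without Apoe, C1qb and C1qc 99 genes were over 4-fold higher in replicate 1 and 9 in replicate 2, in a test that takes each library's depth into account. RNA or reads of primary macrophages and of fibroblasts may both be present, at levels of 6525 for Apoe and 313 for Col1a1, and the statin LPS libraries held part of them too, so leaving out ctl LPS replicate 1 does not remove them all. No biological explanation was tested.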
